A study of Saccharomyces cerevisiae with 8 samples. Its data were reported in "Oligodendrocyte differentiation alters tRNA modifications and codon optimality-mediated mRNA decay" (2022).

How the data were processed

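QuantM-seq, a sequencing method for mature tRNAs, had been run on total RNA of budding yeast (strain background BY4741) grown in rich medium to mid-log phase. In this method a double-stranded adapter is ligated to the ends of mature tRNAs, and the ligated molecules are reverse transcribed, circularised and sequenced. The 8 libraries fell into 4 groups of 2 by their labels. The groups were WT, the TYW1 deletion strain (*tyw1∆*), a mix of 1 part *tyw1∆* RNA with 3 parts WT RNA (mix 1:3) and a mix of 3 parts *tyw1∆* RNA with 1 part WT RNA (mix 3:1). No sample was left without a group.

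The deposited table holds RPM (reads per 1000000 mapped reads) per isodecoder, made by the authors for each library separately. Isodecoders are tRNAs that share an anticodon and differ elsewhere in sequence. The authors trimmed adapters and the 3′ CCA with cutadapt and mapped the reads with bowtie2 in local mode to the mature high-confidence tRNAs of strain S288c, with identical genes collapsed. Reads were then counted with featureCounts and divided by the mapped reads of the library. The authors' code, written for another yeast run, counts by strand, keeps reads above a mapping quality minimum and splits off the mitochondrial tRNAs, which are not in this table. That the same settings made this table is assumed. The table has 55 rows. The 1 row for a tRNA of undetermined identity was left out of the isodecoder and anticodon fits and kept in the share of cytosolic reads. The other 54 isodecoders cover 42 anticodons and 20 amino acids. Such RPM values are shares of the tRNA reads, so a tRNA can change in RPM because others changed. Reads that fit several near-identical isodecoders can be lost or misplaced at the mapping step, and of the 48 isodecoders with a single matching reference sequence, 14 had another of them within 2 base differences. The other 6 (Gly-CCC-1 and -2, Ile-UAU-1 and -2, Gln-UUG-1 and -3) were not compared. RPM values also depend on how well each tRNA is ligated and reverse transcribed, which differs between tRNAs.

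Depth was worked out from the values. In each library all 55 values were whole multiples of a common step, to within 0.0001 reads, and the step gave from 7325799 to 10901665 mapped reads. The lowest isodecoder value in any library was 460 reads. Counting error therefore gave a root mean square log2 difference of 0.0203 between the WT replicates under Poisson counting. Reads of PCR products are not independent molecules, so this figure covers counting error only.

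Tests were run on log2(RPM + 1) with limma (version 3.58.1) in R 4.3.3, with the trend option of eBayes and 1 mean per group over all 8 libraries. Fold changes are on this scale. The error behind the tests of *tyw1∆* against WT was shared with the mixes. These hold RNA of both strains, so their spread may not be an independent measure of the spread between cultures. Isodecoders needed a mean of at least 10 RPM, and 0 were removed. The Benjamini-Hochberg adjusted p had to be under 0.05. Contrasts were *tyw1∆* minus WT (for isodecoders and for RPM summed per anticodon), and each mix minus the weighted mean of WT and *tyw1∆*. The weights of WT and *tyw1∆* were 0.75 and 0.25 for mix 1:3, and 0.25 and 0.75 for mix 3:1. A slope on the share of *tyw1∆* RNA in the sample was fitted in a separate model. limma was used because RPM values are not counts. The design was fixed before the data were examined, together with 8 lists of tRNAs drawn from textbook knowledge of yeast modifications and genes. Of these, 7 had at least 3 isodecoders and were tested with camera from limma, with a preset correlation of 0.01 and again with an estimated one. The share of mapped reads on cytosolic tRNAs was compared by an exact two-sided permutation test. Correlations across isodecoders used two-sided permutation tests with 100000 resamples, in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. Plots were drawn with matplotlib 3.10.9.

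Isodecoders were named by a rule fixed beforehand. It takes every Phe-GAA isodecoder, up to 10 per direction past the threshold for *tyw1∆* against WT and up to 5 per direction for the trend, and the 5 with the highest mean RPM in WT. It adds the anticodons Lys-UUU, Glu-UUC, Gln-UUG, Arg-UCU and Leu-CAA, which the study probed on blots of mouse (the first 4) or yeast RNA (Leu-CAA), and every member of a list past its threshold. Where fewer than 10 isodecoders passed, the 5 per direction with the smallest p were named as well.

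Gene coordinates and mature sequences come from the S288c reference annotation, assembly R64. Isodecoders were matched to its nuclear tRNA genes by amino acid, anticodon and number of identical mature sequences. That gave a single match for 48 of 54 isodecoders and a discriminator base (the unpaired base before CCA) for all 54.

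The steps were tested on simulated data with 10 changed rows, 100 draws per setting and errors that were independent between tRNAs. For *tyw1∆* against WT, 91.0% of isodecoders changed by a log2 of 0.5 were recovered and 98.6% of those changed by 1. The shares at 0.5 were 92.5% for anticodons, 94.9% for the trend, 93.3% for mix 1:3 and 94.1% for mix 3:1. Wrong calls made up 3.75 to 6.83% of the calls. Real errors moved together across tRNAs, so these shares are an upper guide.

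Alternatives were other pseudocounts (0.1 and 10), no filter, RPM rescaled to the cytosolic total, median-of-ratios scaling, the replicate number as a block, eBayes without trend, limma-voom on the whole reads, WT and *tyw1∆* libraries only, an adjusted p under 0.01, expected mixes from linear means and leaving out each library in turn. Where that left a group with 1 library, its spread was assumed to equal that of the others. Removing the mean of each discriminator class, and the contrast of all mixes with all pure samples, were added after the data were seen. Modification signals such as misread bases or reverse transcription stops are not in the RPM table and were not analysed here.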

Results

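QuantM-seq was used here to count mature tRNAs in WT yeast, in a strain lacking *TYW1* and in RNA mixes of both. Tyw1 catalyses an early step in the synthesis of wybutosine, a bulky tricyclic base next to the anticodon of Phe-GAA tRNA. *TYW1* (YPL207W) lies on chromosome XVI from 159909 to 162341 in assembly R64. Its mRNA is not part of a tRNA table, so the deletion itself could not be checked in these values. Each of the 4 groups had 2 libraries, and the values are RPM. The WT libraries held 7325799 and 9028206 mapped reads, and the *tyw1∆* libraries 8613745 and 8676643. The mix 1:3 libraries held 10901665 and 8937027 mapped reads, and the mix 3:1 libraries 9196417 and 10059249. The WT replicates differed from each other by a root mean square log2 difference of 0.289 across 54 isodecoders, and 20 isodecoders differed by over 1.2-fold. The same measure was 0.101 between the *tyw1∆* replicates, 0.204 for mix 1:3 and 0.0851 for mix 3:1.

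The most abundant isodecoder in WT was Gly-GCC-1, a reader of GGC and GGU codons, at 78232 ± 274 RPM (SD, n = 2). It was followed by Arg-UCU-1, which reads AGA, at 65000.0 ± 4996 RPM and by Phe-GAA-2, which reads UUC and UUU, at 63248 ± 11092 RPM. Lys-CUU-1, the reader of AAG, stood at 62639 ± 6152 RPM, and Glu-UUC-1, the reader of GAA, at 58697 ± 2058 RPM. These 5 isodecoders took 32.8% of the WT reads. Their order is that of the means and differed between the libraries. Phe-GAA-2 lay below Asp-GUC-1 in WT replicate 1 (55405 against 59171 RPM) and above Arg-UCU-1 in WT replicate 2 (71092 against 61467 RPM). Levels followed gene number. Across the 54 isodecoders, log2 mean WT RPM went with log2 gene copies with a Spearman's rho of 0.90 and a Pearson's r of 0.841 (permutation p = 1e-05 for each, the smallest that 100000 resamples can give). The fitted slope was 1.34. Isodecoders are not independent replicates. Arg-CCU-1, the reader of AGG with 1 gene, lay farthest above the line, by a log2 of 2.93 at 12669 RPM. Ser-AGA-2 (67.7 RPM) and Asp-GUC-2 (72.2 RPM), each from 1 gene, lay farthest below it, by log2 values of −4.62 and −4.53. Ser-AGA-2 differs from Ser-AGA-1 by 1 base, so its count is uncertain, as is that of Glu-UUC-1, 1 base from Glu-UUC-2. For this line, Arg-CCU-1, Ser-AGA-2 and Asp-GUC-2 were picked after their values were seen.

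**Figure D1:**
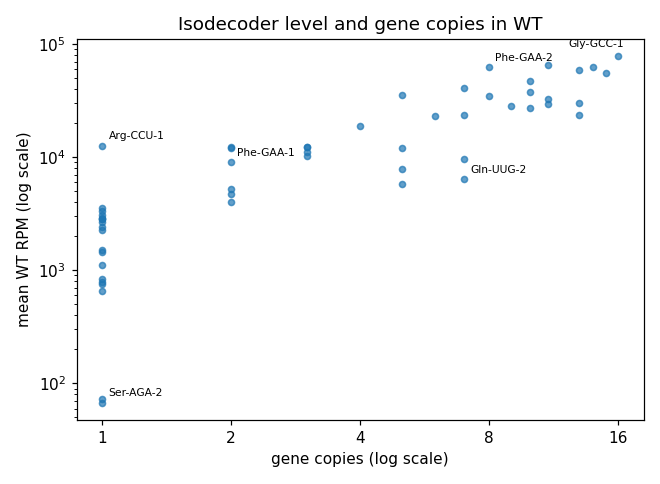
Mean RPM in WT (n = 2 libraries, log scale) against the number of genes per isodecoder (log scale), with 1 point per isodecoder. Levels rise with gene number (Spearman's rho 0.90), and Arg-CCU-1 lies above and Ser-AGA-2 and Asp-GUC-2 far below the other isodecoders with 1 gene.

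No change in the RPM of Phe-GAA, the tRNA that carries wybutosine, was detected without *TYW1*. The study describes a reverse transcription stall next to the anticodon of Phe-GAA in WT that is much weaker in *tyw1∆*. The deletion can thus change how this tRNA is read, and its RPM need not follow its level alone, which was not tested. Summed over its isodecoders, Phe-GAA stood at 72384 ± 11342 RPM in WT and 79601 ± 5357 RPM in *tyw1∆* (SD, n = 2 each). Phe-GAA-2, with 8 genes, stood at 63248 ± 11092 RPM in WT and 70340 ± 4657 RPM in *tyw1∆*, a log2 fold change of 0.16 (SE 0.104). Phe-GAA-1, with 2 genes, stood at 9136 ± 249 and 9261 ± 699.9 RPM, a log2 fold change of 0.018 (SE 0.106). For the anticodon, the log2 fold change was 0.14 (SE 0.0966; 95% confidence interval from −0.07 to 0.36; adjusted p = 0.372, limma). The value rests on the WT replicates, which stood at 64365 and 80404 RPM. Without WT replicate 1 it was −0.016 (adjusted p = 0.918), and without WT replicate 2 it was 0.30 and passed the threshold (adjusted p = 0.00986). On leaving out a library, Phe-GAA-1 ran from −0.0595 to 0.0949 and Phe-GAA-2 from −0.017 to 0.34.

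All 10 Phe-GAA genes carry 1 intron. Phe-GAA-1 comes from YNCD0023C on chromosome IV (1095370 to 1095461) and YNCN0006W on chromosome XIV (374869 to 374959). The Phe-GAA-2 genes lie on chromosome II (36398 to 36488), VI (157916 to 158007), VII (440716 to 440807), VIII (237848 to 237939 and 358478 to 358569), XIII (352280 to 352370) and XVI (560198 to 560289 and 622540 to 622631). The mature Phe-GAA-2 sequence of 73 bases, without CCA, is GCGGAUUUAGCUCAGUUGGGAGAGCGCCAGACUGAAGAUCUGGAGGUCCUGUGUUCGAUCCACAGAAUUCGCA. Phe-GAA-1 differs from it by U6C and A67G, with the base of Phe-GAA-2 first and positions counted from the 5′ end of the mature tRNA. With 2 differences between them, how reads divide between these isodecoders is uncertain.

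**Figure D2:**
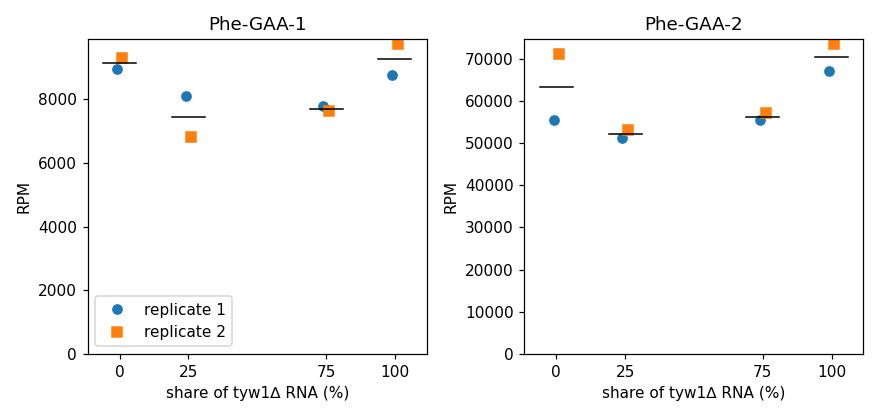
RPM of Phe-GAA-1 (left) and Phe-GAA-2 (right) against the share of *tyw1∆* RNA in the sample in percent, with 1 point per library, its replicate number by colour, and a bar at each group mean (n = 2). Phe-GAA-2 averages 63248 RPM in WT, 52130 in mix 1:3, 56304 in mix 3:1 and 70340 in *tyw1∆*.

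Loss of *TYW1* was next followed across all isodecoders. A single one passed the threshold. Arg-ACG-2, a minor arginine tRNA whose wobble adenosine is made into inosine, fell from 2853 ± 61.0 RPM in WT to 2174 ± 23.6 RPM in *tyw1∆* (SD, n = 2 each), a log2 fold change of −0.39 (SE 0.0810; adjusted p = 0.0343, limma). Its gene, YNCJ0008W, lies on chromosome X from 233939 to 234011 and has no intron. Arg-ACG-1, the major form from 5 genes, stood at 35477 ± 6280 and 28595 ± 636 RPM (log2 −0.30; adjusted p = 0.138). The sequences of both differ by 2 bases, so their read counts are uncertain.

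The other 53 isodecoders did not pass in this fit. Those with the smallest p in the upward direction were Thr-UGU-1 (log2 0.43) and Thr-UGU-2 (0.35), which read ACA, Thr-CGU-1 (0.32), which reads ACG, His-GUG-1 (0.40), the histidine tRNA, and Met-CAU-1 (0.29), the elongator methionine tRNA. Their adjusted p ran from 0.0840 to 0.138, and the Thr-UGU isodecoders, 2 bases apart, are uncertain in how they share reads. In the downward direction they were, after both Arg-ACG isodecoders, Arg-UCU-1 (−0.16), Asp-GUC-1 (−0.19), the aspartate tRNA, and Arg-CCU-1 (−0.21). Their adjusted p ran from 0.169 to 0.336. All 5 named in the upward direction have A as discriminator base (the unpaired base before CCA), and all 5 in the downward direction have G. tRNAs with A at this site made up 47.0% ± 3.48 of the isodecoder reads in WT and 51.3% ± 1.72 in *tyw1∆* (SD, n = 2 each). Among the most abundant, Gly-GCC-1 had a log2 fold change of 0.14, Lys-CUU-1 of −0.12 and Glu-UUC-1 of −0.11, with adjusted p from 0.153 to 0.425. Without WT replicate 1 the values shrank by over 1.5 times for His-GUG-1 (to 0.23), Thr-UGU-2 (0.18), Met-CAU-1 (0.17), Arg-ACG-1 (−0.12), Asp-GUC-1 (−0.09), Arg-UCU-1 (−0.08), Arg-CCU-1 (−0.028) and Lys-CUU-1 (−0.021). Without WT replicate 2 they grew by over 1.5 times for Arg-ACG-1 (−0.48), Arg-CCU-1 (−0.40), Asp-GUC-1 (−0.30) and Lys-CUU-1 (−0.22), and without *tyw1∆* replicate 2 those of Gly-GCC-1 and Asp-GUC-1 shrank to 0.09 and −0.11.

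Without an adjustment, 13 isodecoders had p under 0.05, 10 higher and 3 lower in *tyw1∆*, and limma-voom on whole reads also passed 1. The Arg-ACG-2 call held without WT replicate 2 (adjusted p = 0.00605) and ended on leaving out any of the other 7 libraries (adjusted p from 0.0583 to 0.350), and on using the 4 WT and *tyw1∆* libraries alone (0.345), while its log2 fold change stayed between −0.41 and −0.37. It also ended with discriminator class means removed, a correction chosen after the data were seen (log2 −0.31, adjusted p = 0.0900), and without WT replicate 2 a total of 24 isodecoders passed.

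**Figure D3:**
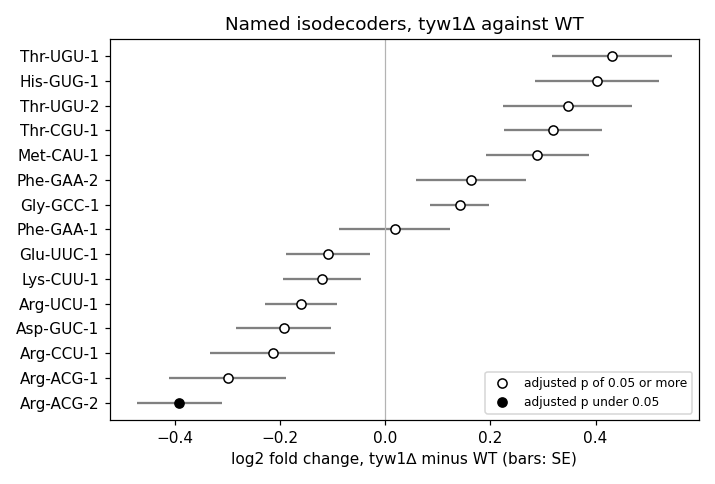
Log2 fold change of *tyw1∆* against WT for the 15 named isodecoders, with bars of 1 SE (n = 2 libraries per group). Only Arg-ACG-2, at −0.39, is past the threshold (filled point).

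Of the 5 other anticodons named beforehand, 4 were read at lower mean RPM in *tyw1∆* and Leu-CAA at a higher one, and none passed. Lys-UUU, the reader of AAA, had a log2 fold change of −0.19 (SE 0.114), Glu-UUC of −0.11 (SE 0.0792), Gln-UUG, the reader of CAA, of −0.06 (SE 0.0951) and Arg-UCU of −0.16 (SE 0.0669). Leu-CAA, the reader of UUG, had a log2 fold change of 0.21 (SE 0.104). Adjusted p ran from 0.184 to 0.645. Over all 42 anticodons limma passed 0, limma-voom also 0, and 9 had an unadjusted p under 0.05, 7 of them higher. Without WT replicate 2, 23 anticodons passed, among them Lys-UUU (−0.38), Arg-UCU (−0.24) and Leu-CAA (0.35). Without WT replicate 1 the values were −0.0050 for Lys-UUU, −0.08 for Arg-UCU, 0.065 for Leu-CAA and 0.038, with the sign turned, for Gln-UUG, which was −0.15 without WT replicate 2, −0.11 without *tyw1∆* replicate 1, −0.0046 without *tyw1∆* replicate 2 and −0.09 with median-of-ratios scaling.

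The fixed lists grouped tRNAs by modification and gene structure, and camera passed 0 of the 7 tested. The list nearest to a change held tRNAs with a methoxycarbonylmethyl-type wobble uridine, the 4 anticodons above other than Leu-CAA. Of its 7 isodecoders 6 were lower in *tyw1∆*, with a median log2 of −0.11, and 0 passed (camera adjusted p = 0.285; adjusted p = 0.656 with an estimated correlation). None (0) of the 7 has A as discriminator base, and of all 27 isodecoders without A 22 were lower. tRNAs with threonylcarbamoyladenosine next to the anticodon, such as Thr-UGU-1 and Ile-AAU-1, were higher for 9 of 15 isodecoders, with a median of 0.15 (camera adjusted p = 0.689). Of these, 0 passed over all isodecoders and 2, Thr-UGU-1 and Thr-CGU-1, when adjusted over the list alone. All higher members but Ser-GCU-1 have A as discriminator base, and of the lower ones only iMet-CAU-1 does. Across all isodecoders, those with A averaged a log2 of 0.14. tRNAs with a wobble inosine were lower for 6 of 10, with a median of −0.03 (camera adjusted p = 0.689), and Arg-ACG-2 passed both over all isodecoders and adjusted over the list alone.

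tRNAs with a methylguanosine next to the anticodon, the base from which wybutosine is built, were lower for 6 of 8 isodecoders. Their median was −0.06, their mean 0.0041 and camera's direction down (adjusted p = 0.791), and His-GUG-1 passed when adjusted over the list alone. tRNAs with isopentenyladenosine, such as Tyr-GUA-1 and Cys-GCA-1, were lower for 4 of 6, with a median of −0.03, a mean of 0.05 and camera's direction down (adjusted p = 0.791). Isodecoders of genes with introns were higher for 8 of 13 and those of leucine and serine tRNAs, which have a long variable arm, for 5 of 9, with a median of 0.02 for each (camera adjusted p = 0.791 for both). No member of these last 3 lists passed when adjusted over the list alone. The wybutosine list holds only the 2 Phe-GAA isodecoders and was not tested as a set. With an estimated correlation, camera also passed 0 lists.

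The mixes of *tyw1∆* and WT RNA made a dilution series, in which a tRNA that differs between strains would follow the share of *tyw1∆* RNA. No slope passed the test. Phe-GAA stood at 72384 ± 11342 RPM in WT, 59591 ± 465 in mix 1:3, 64009 ± 1119 in mix 3:1 and 79601 ± 5357 in *tyw1∆* (SD, n = 2 each). The fitted slope from pure WT to pure *tyw1∆* was a log2 of 0.16 (SE 0.129; adjusted p = 0.499, limma), 0.34 without WT replicate 2 (adjusted p = 0.0379) and 0.033 without *tyw1∆* replicate 2 (adjusted p = 0.959). Arg-ACG-2 stood at 2853 ± 61.0, 2928 ± 20.6, 2493 ± 108 and 2174 ± 23.6 RPM in the same order, with a slope of −0.41 (SE 0.112; adjusted p = 0.0731). The slope of Thr-UGU-1 was 0.43 (adjusted p = 0.122). Over the 54 isodecoders 0 slopes passed, 9 had an unadjusted p under 0.05 (7 upward), and limma-voom on whole reads passed 1, that of Arg-ACG-2. Without WT replicate 2, 23 slopes passed.

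Each mix was then set against the weighted mean of the RNAs it was made from. In mix 1:3, both Phe-GAA isodecoders were below that mean, by log2 values of −0.30 (Phe-GAA-1, SE 0.0957) and −0.31 (Phe-GAA-2, SE 0.0940), with an adjusted p of 0.0897 each. In mix 3:1 the values were −0.26 and −0.28, with an adjusted p of 0.122 each. Ala-AGC-1, an alanine tRNA, had a log2 difference of −0.31 in mix 1:3, and Asp-GUC-1 one of 0.27 in mix 3:1, these being the isodecoders with the smallest p in each. With limma 0 isodecoders passed in either mix, and 22 in mix 1:3 and 17 in mix 3:1 had an unadjusted p under 0.05. Of these, 16 and 12 were lower in the mix. Without WT replicate 1, 34 passed in mix 1:3 and 33 in mix 3:1. Without mix 1:3 replicate 1, 1 passed in mix 1:3.

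As both mixes lay to the same side for many tRNAs, all 4 mixes were compared with all 4 WT and *tyw1∆* libraries, a contrast chosen after the values were seen. Phe-GAA-2 was lower in the mixes by a log2 of −0.29 (SE 0.0737; adjusted p = 0.0243, limma) and Phe-GAA-1 by −0.28 (SE 0.0751; adjusted p = 0.0251). Ala-UGC-1, an alanine tRNA, had the lowest value at −0.33, and Asp-GUC-1, at 0.25, and Asn-GUU-1, an asparagine tRNA, at 0.23, were higher in the mixes. In all 20 isodecoders passed, 14 lower and 6 higher in the mixes, or 8 lower and 8 higher with median-of-ratios scaling. All 14 lower ones have A as discriminator base and 0 of the 6 higher ones do. Of the 27 isodecoders with A, 26 were lower in the mixes, and of the 27 with another base 26 were higher. tRNAs with A made up 49.2% ± 3.35 of the isodecoder reads in the WT and *tyw1∆* libraries and 43.2% ± 1.64 in the mixes (SD, n = 4 each). WT replicate 1, at 44.6%, lay within the range of the mixes (40.9 to 44.6%), and the other 3 WT and *tyw1∆* libraries lay above it (49.5 to 52.5%). The difference of −6.0 percentage points gave p = 0.0571 by the exact two-sided permutation test, where the smallest possible p is 0.0286. The count of 20 became 41 without WT replicate 1 and 14 without WT replicate 2. It became 0 without *tyw1∆* replicate 1 or 2, mix 1:3 replicate 2, or mix 3:1 replicate 1 or 2, and 0 with discriminator class means removed.

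**Figure D4:**
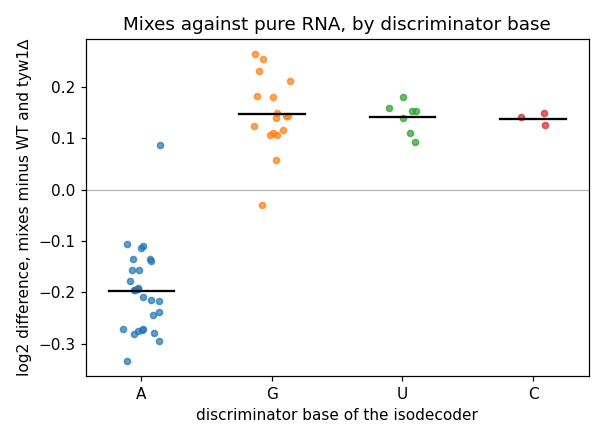
Log2 difference between the 4 mixes and the 4 WT and *tyw1∆* libraries for each isodecoder (1 point each), by discriminator base, with a bar at each class mean. The mean is −0.20 for the 27 isodecoders with A and 0.15, 0.14 and 0.14 for those with G, U and C.

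Reads were mapped to a tRNA reference only, so a high share of tRNAs among mapped reads is largely set by the mapping. Within these reads, cytosolic tRNAs took up nearly all in both strains. Their share was 99.7% ± 0.086 in WT and 99.6% ± 0.0004 in *tyw1∆* (SD, n = 2 each). The difference of −0.0733 percentage points gave p = 0.333 by the exact two-sided permutation test, the smallest p that 2 against 2 libraries can give. It was −0.0125 without WT replicate 1 and −0.134 without WT replicate 2. The WT replicates had 0.237 and 0.358% of reads not in the table, and the *tyw1∆* replicates 0.371 and 0.370%.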

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

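Removing discriminator class means and all settings of the contrast of mixes with pure samples were chosen only after the results were seen; the other settings were planned. For *tyw1∆* against WT, 1 isodecoder passed under both other pseudocounts, no filter, both rescalings, eBayes without trend and limma-voom. None (0) passed with the 4 WT and *tyw1∆* libraries alone, at an adjusted p under 0.01, or with class means removed. Leaving out a library gave from 0 to 24 isodecoders, 24 without WT replicate 2, and from 0 to 23 anticodons. The trend passed 1 isodecoder with limma-voom and from 0 to 23 on leaving out a library. Mix 1:3 gave from 0 to 34 isodecoders, mix 3:1 from 0 to 33 and all mixes against pure samples from 0 to 41, the highest each time without WT replicate 1. That last contrast gave 0 with class means removed. The log2 fold change of Phe-GAA ran from −0.016 (without WT replicate 1) to 0.30 (without WT replicate 2), and its trend slope from 0.033 (without *tyw1∆* replicate 2) to 0.34 (without WT replicate 2). Phe-GAA-1 ran from −0.0595 (without *tyw1∆* replicate 2) to 0.0949, with −0.010 without WT replicate 1. Phe-GAA-2 ran from −0.017 to 0.34 and Gln-UUG from −0.15 to 0.038. The WT replicates lie on both sides of the *tyw1∆* mean for these tRNAs, and the cause was not tested further here.

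With the replicate number as a block (replicate block), 8 isodecoders (6 higher, among them Thr-UGU-1, Thr-CGU-1 and His-GUG-1) and 1 anticodon passed for *tyw1∆* against WT, 8 isodecoders in mix 1:3, among them both Phe-GAA isodecoders, and 2 in mix 3:1, Phe-GAA-2 and Asp-GUC-1, and no other planned count or list call changed. The numbers were not taken as pairing the samples, since deviations of same-numbered libraries correlated from −0.457 to 0.357 between groups. These values were positive among WT and the mixes (0.138 to 0.357) and for WT with *tyw1∆* (0.110). They were negative for *tyw1∆* with either mix, so a pairing in part of the groups is not excluded. Over 340 alternatives of 20 named values, 309 kept their direction and side of the threshold, 8 (all Arg-ACG-2) no longer passed, 19 newly passed and 4 turned direction. Many of these alternatives could not move a log2 fold change, so the count is no measure of stability. Without the filter the fit was the same as the main one. Leaving out a mix, the block, eBayes without trend and the WT and *tyw1∆* libraries alone changed only the error. The log2 fold change of Arg-ACG-2 moved little. Its call was lost with the WT and *tyw1∆* libraries alone and on leaving out any library but WT replicate 2, for a reason not tested. No list passed with an estimated correlation, median-of-ratios scaling, the block or a library left out, the settings run for lists. The rank correlation with gene copies ran from 0.858 to 0.919. The difference in cytosolic share kept its sign and ran from −0.134 (without WT replicate 2) to −0.0125 (without WT replicate 1). Depth did not limit these results, as the lowest isodecoder value was 460 reads.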

Other observations

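All tests in this part were chosen only after the results they bear on had been seen, and their thresholds for a verdict were in part set after a first look at the values. Permutation p and bootstrap intervals here were taken over isodecoders, which are not independent replicates, and do not measure the spread between libraries.

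The means of both mixes lay outside those of both pure groups along the discriminator base, though WT replicate 1, with 44.6% of reads on tRNAs with A, lay among the mixes. This is the base that the 4 adapters of the protocol, ending in A, U, C or G, are made to pair with, and it accounted for 85.0% of the variance of mixes minus pure samples across isodecoders (95% bootstrap interval 74.5 to 92.9; permutation p = 1e-05, the smallest possible), which is consistent with uneven use of the 4 adapters between library batches, though batches are not given in the labels and adapter amounts were not measured. GC content was not borne out as a cause, with a Spearman's rho of 0.221 over 50 isodecoders (95% bootstrap interval −0.08 to 0.48; permutation p = 0.124), below the 0.5 set for it. Of the 35 splits of the 8 samples into 4 and 4, 3, the real one included, gave at least 7 isodecoders (the real one 7 in a model with 2 groups; highest other 23), so chance is not excluded by that count, and the splits with 23 and 20 isodecoders set WT replicate 1 with 3 mixes, which points to a structure of the samples. A mix holds only RNA of both strains, the design gives no biological explanation, and none was tested.

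For *tyw1∆* against WT, the differences ran along the difference between the WT replicates, with a Pearson's r of 0.73 across isodecoders. Libraries of unchanged groups were simulated with errors independent between tRNAs and a larger spread for WT replicate 1, set from the data. They gave a median r of 0.766 (95% of draws from 0.642 to 0.861). Real errors moved together across tRNAs, so this range is only a rough guide. With WT replicate 1 given this larger spread, an r of this size can come from sharing the WT libraries. That spread was taken from the same libraries, so the simulation cannot tell this from a library preparation axis. Discriminator base accounted for 34% of the variance of these differences (permutation p = 0.0001, over isodecoders), with 22 of 27 isodecoders with A higher and 22 of 27 others lower in *tyw1∆*. By library, tRNAs with A made up 44.6 and 49.5% of the isodecoder reads in WT and 50.1 and 52.5% in *tyw1∆*. With class means removed Arg-ACG-2 kept 78% of its log2 fold change, from −0.39 (SE 0.0810) to −0.31 (SE 0.0644), and the call ended (adjusted p = 0.0900) as the prior degrees of freedom went from 6.27 to 2.40, so uneven adapter use may account for part of it and an effect of the deletion stays open, as untested. Over the same correction Phe-GAA-2 went from a log2 of 0.16 to 0.02 and Phe-GAA-1 from 0.018 to −0.13 (SE 0.0652), away from 0.

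The WT replicates differed by 14.3 times the root mean square log2 difference that Poisson counting gives (0.289 against 0.0203). This argues against counting error as the main source of the difference, though reads of PCR products are not independent molecules. Every replicate pair exceeded counting noise at this depth, so the ratio does not tell what else lay behind the difference. Discriminator base accounted for 13.7% of the variance of that difference (95% bootstrap interval 4.16 to 42.7; permutation p = 0.0632), under the majority set for uneven adapter use as its main cause. By direction, however, 23 of the 27 isodecoders with A were higher in WT replicate 2. The counts were 6 of 17 with G, 2 of 7 with U and 0 of 3 with C. Spread was widest in the G class (SD 0.407), so a part for adapter use is not excluded. WT replicate 2 was near the *tyw1∆* libraries, with root mean square log2 differences of 0.118 and 0.158 to their replicates 1 and 2. The *tyw1∆* replicates were 0.101 apart, and WT replicate 2 was 0.289 from WT replicate 1. A mislabelled sample is neither shown nor excluded by these values, as levels carry no marker of the strain. The study describes the misread signal of Phe-GAA, absent from this table, as weaker in *tyw1∆* and falling along the mixes, the way the labels run. A difference between the WT cultures stays open, as untested.

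In a principal component analysis, the first component held 62.8% of the variance. On it, WT replicate 2 (0.80) lay on the side of *tyw1∆* (1.01 and 1.44) and WT replicate 1 (−0.82) on that of mix 1:3 (−0.88 and −1.16). Mix 3:1 (−0.21 and −0.17) lay between the WT replicates, on the negative side with mix 1:3. The second component held 25.8%. On that one WT replicate 1 lay at −1.13, and the mix 1:3 replicates fell on opposite sides (−0.48 and 0.83). The other libraries ran from −0.29 to 0.54.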
